# Oxidative stress tolerance contributes to heterologous protein production in *Pichia pastoris*

**DOI:** 10.1186/s13068-021-02013-w

**Published:** 2021-07-20

**Authors:** Nai-Xin Lin, Rui-Zhen He, Yan Xu, Xiao-Wei Yu

**Keywords:** Yeast, *Pichia pastoris*, Heterologous protein expression, Lipase, Oxidative stress tolerance

## Abstract

**Background:**

*Pichia pastoris* (syn. *Komagataella phaffii*) is an important yeast system for heterologous protein expression. A robust *P. pastoris* mutant with oxidative and thermal stress cross-tolerance was acquired in our previous study. The robust mutant can express a 2.5-fold higher level of lipase than its wild type (WT) under methanol induction conditions.

**Results:**

In this study, we found that the robust mutant not only can express a high level of lipase, but also can express a high level of other heterogeneous proteins (e.g., green fluorescence protein) under methanol induction conditions. Additionally, the intracellular reactive oxygen species (ROS) levels in the robust mutant were lower than that in the WT under methanol induction conditions. To figure out the difference of cellular response to methanol between the WT and the robust mutant, RNA-seq was detected and compared. The results of RNA-seq showed that the expression levels of genes related to antioxidant, MAPK pathway, ergosterol synthesis pathway, transcription factors, and the peroxisome pathway were upregulated in the robust mutant compared to the WT. The upregulation of these key pathways can improve the oxidative stress tolerance of strains and efficiently eliminate cellular ROS. Hence, we inferred that the high heterologous protein expression efficiency in the robust mutant may be due to its enhanced oxidative stress tolerance. Promisingly, we have indeed increased the expression level of lipase up to 1.6-fold by overexpressing antioxidant genes in *P. pastoris*.

**Conclusions:**

This study demonstrated the impact of methanol on the expression levels of genes in *P. pastoris* and emphasized the contribution of oxidative stress tolerance on heterologous protein expression in *P. pastoris*. Our results shed light on the understanding of protein expression mechanism in *P. pastoris* and provided an idea for the rational construction of robust yeast with high expression ability.

## Background

With its proven ability to express over 400 proteins, from human endostatin to spider dragline silk protein, *Pichia pastoris* has become a consistent choice for heterologous protein production [1–3]. Additionally, *P. pastoris* as a eukaryotic organism is capable of secreting high titres of correctly folded, post-translationally processed and active recombinant proteins into the culture media [4, 5]. *P. pastoris* has the ability to produce proteins of therapeutic and commercial interest in concentrations ranging from milligrams to grams per litre [6]. Fermentations can be readily scaled up to meet greater demands, and factors influencing protein productivity and activity, can be controlled. Furthermore, as *P. pastoris* does not secrete high levels of native proteins, the purification of secreted makings is much easier than in other systems [7].

Many methods have been used to improve the expression of heterologous proteins in *P. pastoris*, mainly by codon optimization, increasing gene dosage, promoting protein folding and secretion, etc. Codon usage differs among organisms, thereby substituting rare codons basing on the preferred codon usage of *P. pastoris* is vital to realize high expression levels of heterologous proteins. The efficient production of a novel pH-stable xylanase from the fungus *Corynascus thermophilus* was achieved by codon optimization [8]. Simply increasing the copy number of target genes can improve the production of target heterologous proteins [9, 10]. However, the overexpression of heterologous protein might cause the accumulation of unfolded and misfolded protein in the endoplasmic reticulum (ER), activating the unfolded protein response (UPR) [11]. After that, the ER-associated degradation pathway can be activated and then reduce the production of heterologous proteins. Based on the above rationales, to prevent the degradation of overexpressed heterologous protein by the proteasome, the disruption of Pep4 protease increases phytase secretion in *P. pastoris* [12]. Lipase is widely used in the production of biodiesels [13], detergents [14], chiral compounds [15], etc. Protein disulfide isomerase (PDI), a chaperone in ER, can catalyse the disulfide bond formation and help in correcting the folding of a protein. Previously, we successfully improved the expression level of lipase in *P. pastoris* by co-expressing PDI [16].

During fermentation process, cells may encounter multiple environmental stresses from the fermentation medium, product, temperature, etc. These environmental stresses not only reduce the production of products, but even limit the growth of yeast cells. As we know, H_2_O_2_ generated by the metabolism of methanol may cause oxidative stress and impact the production efficiency of *P. pastoris*. However, research had barely reported the effect caused by methanol on the production of heterologous protein and the change of cellular response in *P. pastoris*. Additionally, few researchers have tried to strengthen the heterologous protein expression ability in *P. pastoris* from the perspective of improving their oxidative stress tolerance. Indeed, many other researchers have successfully increased the production efficiency of yeast strains by relieving repression and improving their stress tolerance. These examples provide a good reference for the modification in *P. pastoris*. For example, researchers have greatly improved the ethanol production of a *Kluyveromyces marxianus* mutant by adaptive evolution in 6% (v/v) ethanol [17]. The glucose and xylose fermentation in *Saccharomyces cerevisiae* under acetic acid stress conditions was improved by overexpressing *RCK1* coding for a protein kinase involved in oxidative stress [18].

Previously, a *P. pastoris* mutant with thermal and oxidative stress cross-tolerance was found to have a higher lipase expression ability than its WT under methanol induction conditions. In this study, we found that this phenomenon was also present in the expression of other protein. Given the high oxidative stress tolerance in the robust mutant, we examined the changes of the intracellular reactive oxygen species (ROS) levels in the WT and the robust mutant under methanol-induced conditions. Additionally, the transcriptomes of the WT and the robust mutant during the methanol-induced fermentation process and growth condition were also explored and compared. As a result, we found that the mechanism of high heterologous protein expression ability in the robust mutant was mainly owed to its enhanced oxidative stress tolerance. To validate this inference, we rationally designed antioxidant gene-overexpressed strains, and successfully improved the heterologous protein expression ability in these strains compared to their blank control. This study emphasized the importance of oxidative stress tolerance in protein expression in *P. pastoris* and provided ideas for rationally increasing the production efficiency of heterologous protein in the future.

## Results

### Improved heterologous protein expression ability in the robust mutant under methanol induction

Previously, we isolated a robust *P. pastoris* mutant, which exhibited thermal and oxidative co-stress tolerance. In addition, the robust mutant expressed an up to 2.5-fold higher level of heterologous protein than the WT [19]. To determine whether this phenomenon could also occur in the expression of other proteins, a green fluorescence protein (GFP) was expressed in the robust mutant and its WT. Two promoters, P_*GAP*_ and P_*AOX1*_, were used to initiate the expression of GFP. The alcohol oxidase 1 (AOX1) promoter (P_*AOX1*_) of *P. pastoris* is one of the most widely used promoters for expressing a large number of proteins. The action of P_*AOX1*_ is intensely repressed by multiple carbon sources such as glucose and glycerol, but is strongly induced by methanol [20]. P_*GAP*_ is a common strong constitutive promoter from the glyceraldehyde 3-phosphate dehydrogenase gene (GAP) [21]. Under the control of P_*GAP*_, the expression levels of GFP were similar in the WT and the robust mutant (Fig. 1A). However, under the control of P_*AOX1*_ with methanol as an inducer, the expression level of GFP in the robust mutant was 1.3-fold higher than that of in the WT (Fig. 1B). In addition, the cell growth curve showed that the growth of the WT and the robust mutant under methanol condition was inhibited compared with that under glucose condition. The results of GFP expression in the WT and the robust mutant indicated that the robust mutant expressed a higher level of heterologous proteins under methanol induction. We inferred that the robust mutant might be more capable to overcome the oxidative stress caused by methanol than its WT, leading to its enhanced protein expression ability. We then detected the intracellular ROS levels of the robust mutant and the WT and tried to analyse the expression mechanism of the robust mutant and the WT by RNA-seq.

**Fig. 1:**
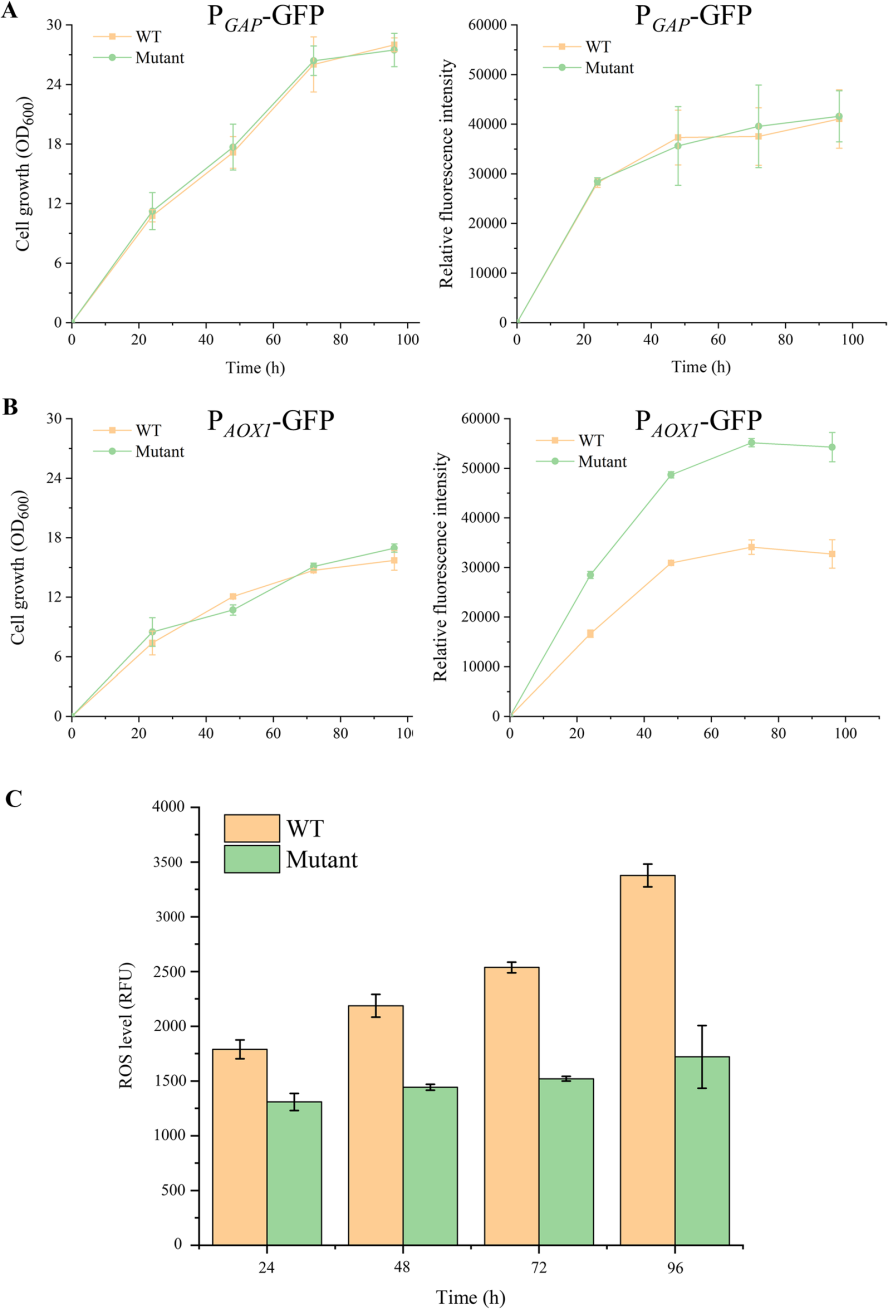
The characteristics of the WT and the robust mutant. **A** The cell growth and fluorescence intensity of green fluorescence protein (GFP) in the WT and the robust mutant under glucose condition; **B** the cell growth and fluorescence intensity of GFP in the WT and the robust mutant under methanol condition; **C** ROS levels of the WT and the robust mutant during fermentation process under the induction of methanol

### Enhanced anti-oxidative stress ability helps to reduce the accumulation of ROS in *P. pastoris*

Under the control of P_*AOX1*_, methanol is used as an inducer and a sole carbon resource for fermentation with *P. pastoris*. The metabolism of methanol generates hydrogen peroxide (H_2_O_2_), which is a kind of ROS [22]. During the fermentation process under the induction of methanol, the intracellular ROS levels of WT and the robust mutant were measured and compared (Fig. 1C). The accumulation of ROS in cells gradually increased over time. However, the accumulations of ROS in the WT were higher up to twofold than that in the robust mutant. The result indicated that a stronger ROS buffering system may be in the robust mutant to efficiently reduce the ROS level caused by methanol. Hence, RNA-seq of the robust mutant and the WT was carried out to further explore the underlying mechanism.

### Augmented ROS buffering capacity renders higher expression ability based on transcriptome analysis

The heterologous protein expression ability of *P. pastoris* can mainly be mediated by cellular stress, transcription, protein folding, secretion pathway, and carbon metabolism pathway. To explore the underlying mechanism, the transcriptomes of the WT and the robust mutant were analysed and compared under methanol-induced conditions. 

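RNA of the WT and of the robust mutant was sequenced after 60 h of methanol induction at 28 °C, with 3 replicate libraries of each strain (WT_Met and Mut_Met). *P. pastoris* is a methylotrophic yeast, the robust mutant was obtained from the WT by adaptive laboratory evolution, and both strains secrete a lipase under the methanol-inducible *AOX1* promoter. Another 3 libraries of the robust mutant, induced at 37 °C, belong to the same data set. The deposited table gives one normalized value per gene and library for 5557 features, of which 5527 are named by locus tags. The unit is not named in the table, and its values have the form of FPKM, the number of reads divided by gene length and by a library size. Nearly every value was a whole multiple of a step set by its gene and its library, and whole reads were recovered for 99.96% of the 49103 values above 0. Between 13043437 and 13403347 reads per library were recovered for WT_Met, with a median of 13230021. For Mut_Met, the range was from 12610584 to 13220989 reads, with a median of 12613659. The library sizes used in the values were 0.915 to 1.26 times the recovered reads over the 9 libraries, and thus include a scaling between libraries. Strains were compared with limma on log2(FPKM + 1), for the 5448 genes with a mean FPKM of at least 1 in one of the strains, and p-values were adjusted by the Benjamini-Hochberg method. A fold change on this scale understates the change of genes with low values. The table does not pair the locus tags with gene names.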

Yeast cells were collected at 60 h for RNA-seq, as enzyme activity of these *P. pastoris* strains sharply increased at 60 h. The data of RNA-seq was been uploaded in NCBI’s Gene Expression Omnibus (GEO) public archive database and the Accession number is GSE167141. As shown in Fig. 2, the principal-component analysis (PCA) of transcriptome data showed that the triplicates of each sample were similar, indicating that the data could be employed for the following analysis.

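Over all features, the Pearson correlation of log2(FPKM + 1) was 0.994 to 0.995 between the WT_Met replicates and 0.992 to 0.994 between the Mut_Met replicates. Between libraries of the different strains, the correlation was lower, from 0.962 to 0.969. These are correlations across genes, which are not independent replicates. The recovered reads of each pair of replicates differed by more than sampling noise, with a chi-square per degree of freedom of 3.91 to 6.11 for WT_Met and 3.84 to 8.48 for Mut_Met, so no pair was treated as one library deposited more than once. In a principal component analysis of the 6 libraries, the first component held 80.1% of the variance and separated the strains, and the second held 6.58%. The Euclidean distance between replicates was at most 16.6, and the distance between libraries of different strains was at least 34.6. With a pseudocount of 0.1 in place of 1, the share of the first component was 63.0%, the largest move among the alternatives tried. From the similarity of the triplicates in Fig. 2, the paper reasons that the data could be employed for the subsequent analysis.

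**Figure D1:**
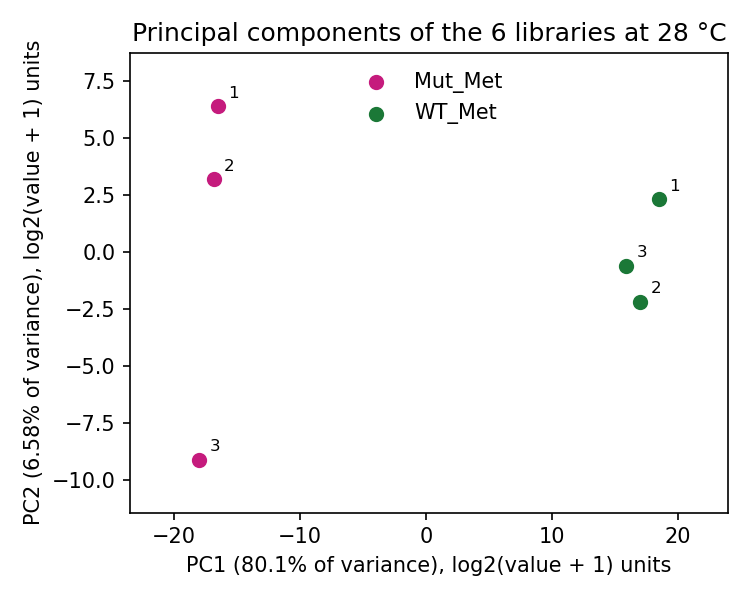
First (x axis) and second (y axis) principal components of log2(FPKM + 1) for the 3 WT_Met and 3 Mut_Met libraries, one point per library with its replicate number. The WT_Met libraries lie between 15.9 and 18.5 on the first component and the Mut_Met libraries between -18.0 and -16.5.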

**Fig. 2:**
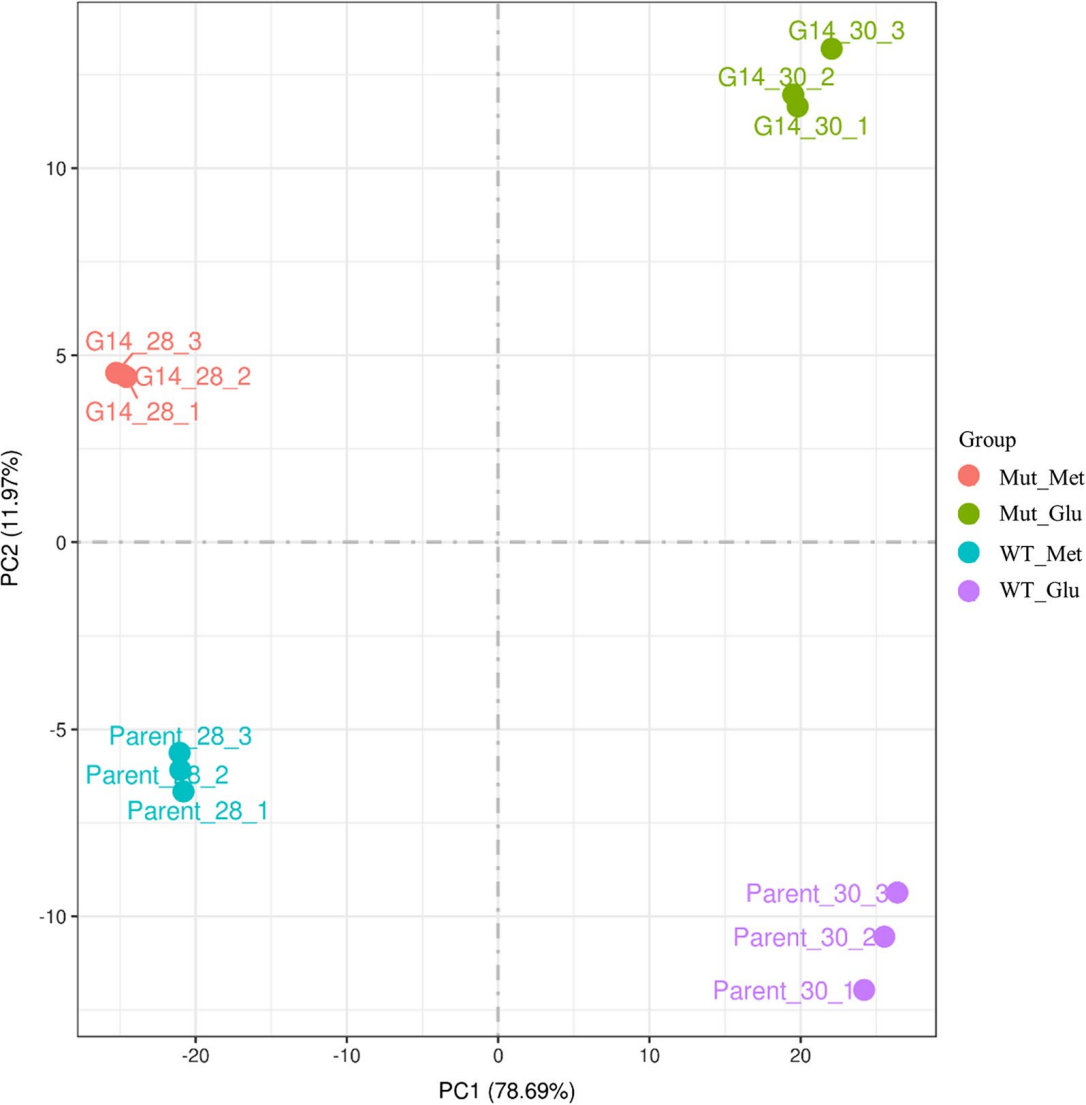
The correlation of inter-group samples by PCA analysis. Three biological replicates were used in each group

The analysis of differentially expressed genes was focused on the WT and the robust mutant under methanol induction conditions and glucose culture conditions (previously uploaded in NCBI’s GEO, GSE157242). Three comparison groups were set to explore the cellular response to methanol in *P. pastoris* strains (Fig. 3). The comparison group Mut_Met versus WT_Met represented the robust mutant under methanol condition versus the WT under methanol condition. The comparison group Mut_Met versus Mut_Glu represented the robust mutant under methanol condition versus that in glucose condition. The comparison group WT_Met versus WT_Glu represented the WT under methanol condition versus that in glucose condition. With the absolute value of log_2_-fold change > 1 and *p*-value < 0.05 as classification criteria, the number of differentially expressed genes of each comparison group are listed Venn diagram (Fig. 3A). 

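The number of genes in the comparison group Mut_Met versus WT_Met depended mainly on the fold-change criterion. With limma, 3779 of the tested genes had an unadjusted p-value under 0.05, and 196 of them also had an absolute log2 fold change above 1. An adjusted p-value under 0.05 alone was reached by 3612 genes, 66.3% of those tested, of which 1615 were higher and 1997 lower in Mut_Met. With values scaled instead to the summed reads of each library, 1826 were higher and 1745 lower, so this balance depends on the scaling. Most differences of the 3612 genes were small relative to the fold-change criterion, as their median absolute log2 fold change was 0.37. The median standard error over all tested genes was 0.058. A test against a fold change of 1.2 gave 1424 genes with an adjusted p-value under 0.05.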

In the comparison group Mut_Met versus WT_Met, 198 genes were differentially expressed. 

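With an adjusted p-value under 0.05 from limma and an absolute log2 fold change above 1, 195 genes differed, 96 of them higher and 99 lower in Mut_Met than in WT_Met. In 192 of the 195 genes, the 3 Mut_Met values did not overlap the 3 WT_Met values. Among all tested genes, 71.3% had groups that did not overlap, and chance gives 10%. The log2 fold changes of 90% of the tested genes lay between -0.73 and 0.69, and the median was -0.037. On this scale, 9 genes were at least 4-fold higher and 10 at least 4-fold lower. When each replicate was left out in turn, 173 to 206 genes were called.

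The largest increase among called genes with groups that did not overlap and a mean FPKM of at least 5 was that of locus tag CHR4-1158 on chromosome 4, from 2.05 ± 0.25 FPKM (SD, n = 3) in WT_Met to 70.8 ± 6.14 FPKM (SD, n = 3) in Mut_Met. Its log2 fold change was 4.56 (standard error 0.10, adjusted p = 1.9e-08 from limma). Locus tag CHR3-1212 on chromosome 3 rose from 1.64 ± 1.05 to 12.9 ± 3.45 FPKM (SD, n = 3 each), a log2 fold change of 2.45 with an adjusted p of 1.4e-04 from limma. Its length is 117 bases, and no WT_Met library had more than 4 reads on it. Locus tag CHR3-1226 had the largest decrease, from 348.9 ± 43.0 to 28.3 ± 6.85 FPKM (SD, n = 3 each), with a log2 fold change of -3.60 (standard error 0.16, adjusted p = 5.9e-07 from limma). Locus tag CHR3-1237 fell from 49.3 ± 4.26 to 6.36 ± 0.57 FPKM (SD, n = 3 each), with a log2 fold change of -2.77 and an adjusted p of 1.7e-07 from limma. A two-sided exact permutation test of each of these genes gave p = 0.1, the smallest p that 3 libraries against 3 allow. That value follows from picking genes whose groups did not overlap and is no separate test. With each replicate left out in turn, their log2 fold changes stayed from 4.51 to 4.63, from 2.18 to 2.75, from -3.71 to -3.39 and from -2.81 to -2.70, in this order.

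**Figure D2:**
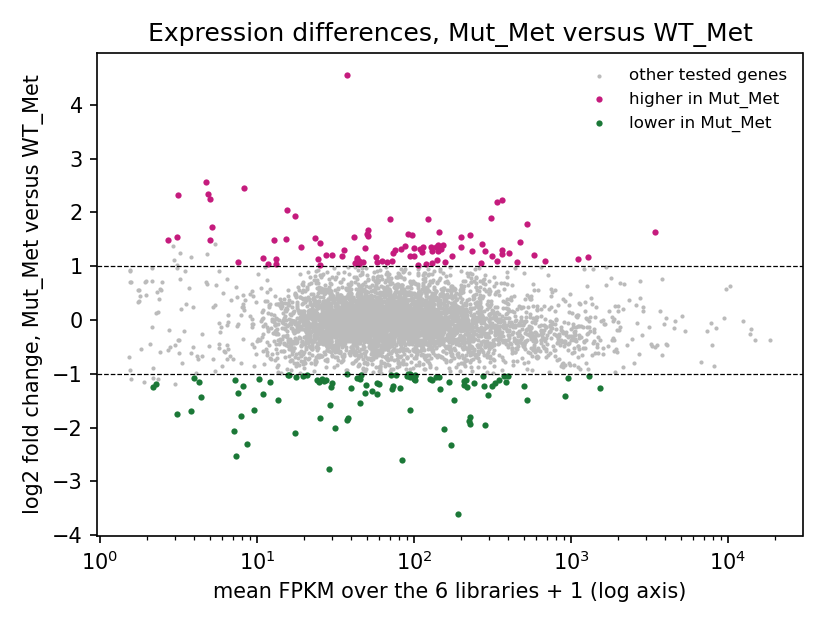
Log2 fold change of Mut_Met versus WT_Met on log2(FPKM + 1) (y axis) against the mean FPKM over the 6 libraries plus 1 (x axis, log scale), one point per tested gene. Dashed lines mark log2 fold changes of 1 and -1, and the coloured points are the 96 higher and 99 lower genes.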

Methanol caused stress on the WT and the robust mutant, so that a large number of differentially expressed genes were found in the other two comparison groups. A Gene Ontology (GO) enrichment analysis of differentially expressed genes in each comparison group was performed to identify enriched GO terms, including biological process (BP), cellular component (CC), and molecular function (MF). Interestingly, the biological process of oxidation–reduction and the molecular function of oxidoreductase activity were enriched in all these three comparison groups (Fig. 3B–D). The result demonstrated that the oxidative stress caused by methanol may lead to active intracellular redox changes. Moreover, the robust mutant has an enhanced oxidative stress tolerance. The enrichment of GO terms related to redox in comparison group Mut_Met versus WT_Met may explain the reduced ROS levels in the robust mutant.

**Fig. 3:**
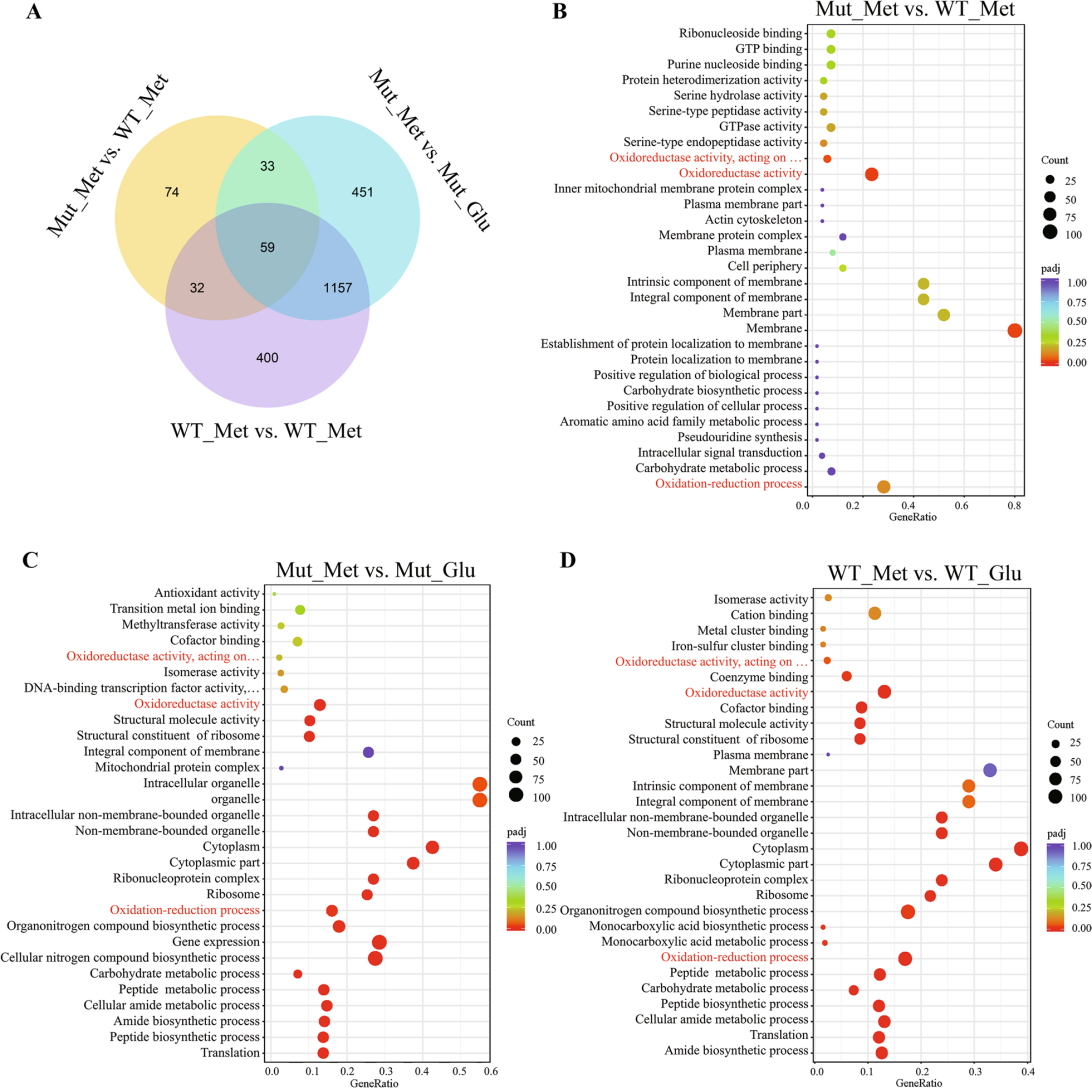
Transcriptomic analysis. **A** The Venn diagram of differentially expressed genes in three comparison groups. **B**–**D** Bubble diagrams of GO enrichment result, each ten GO terms from bottom to top represents biological process, cellular component, and molecular function, respectively. **B** GO enriched analysis of comparison group Mut_Met vs. WT_Met; **C** GO enriched analysis of comparison group Mut_Met vs. Mut_Glu; **D** GO enriched analysis of comparison group WT_Met vs. WT_Glu. The GO terms marked in red include oxidation–reduction process (GO:0055114), oxidoreductase activity (GO:0016491), oxidoreductase activity, acting on CH–OH group of donors (GO:0016614), and oxidoreductase activity, acting on paired donors, with incorporation or reduction of molecular oxygen (GO:0016705)

The factors related to redox mainly include MAPK pathway, peroxisome, stress response transcription factors, antioxidant defence system, and ergosterol synthesis pathway, so we then investigated the expression levels of related genes (Fig. 4). The MAPK pathway is responsible for resisting environmental stresses [23]. Interestingly, the MAPK pathway (Fig. 4A) was upregulated in all three comparison groups, further indicating methanol is a kind of stress to *P. pastoris*. Furthermore, the upregulation phenomenon was obvious in the comparison group Mut_Met versus WT_Met, indicating that the environmental stress response in the robust mutant was stronger than that in the WT.

**Fig. 4:**
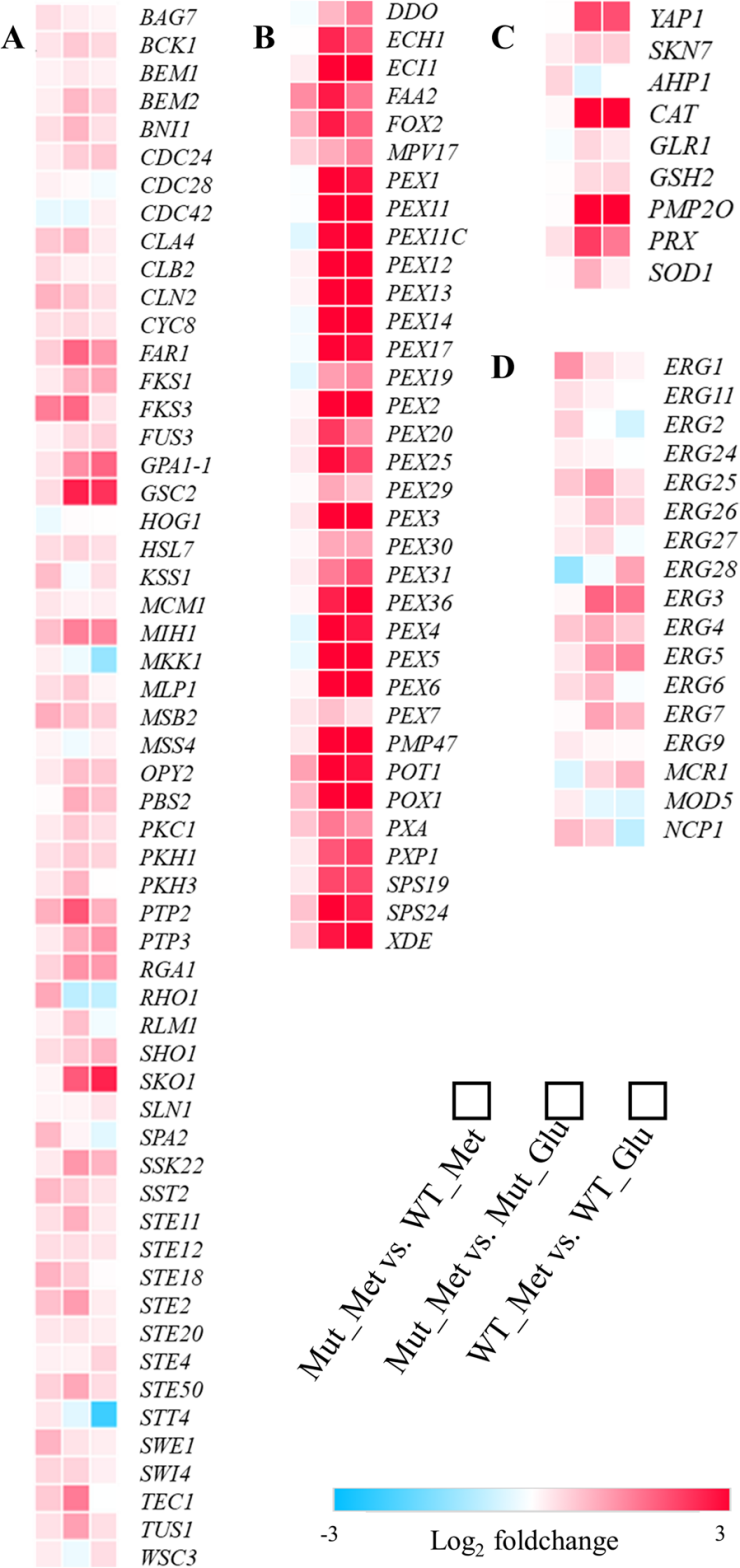
Heat map profiles of key genes. **A** Genes related to MAPK pathway; **B** genes related to peroxisome; **C** genes related to antioxidants and transcription factors responded to oxidative stress; **D** the ergosterol synthesis pathway

The peroxisome pathway (Fig. 4B) was tremendously upregulated in the comparison group Mut_Met versus Mut_Glu and WT_Met versus WT_Glu as the first step of methanol metabolism is in peroxisomes [24]. Peroxisomes possess enzymes that degrade ROS, especially catalase [25]. Predictably, the expression levels of these peroxisomal protein encoding genes were also considerably upregulated in the robust mutant versus the WT under identical methanol conditions, explaining the higher protein expression level in the robust mutant.

Because of the stressful condition caused by methanol, the expression levels of two oxidative stress transcription factors, *YAP1* and *SKN7*, were upregulated in these three comparison groups. The expression levels of several genes related to ROS scavengers (Fig. 4C) were tremendously upregulated in all comparison groups, especially *CAT* (encoding catalase) and *PMP20* (encoding a glutathione peroxidase). Catalase is responsible for removing H_2_O_2_ [26], while *PMP20* is contributed to the removal of other oxidized molecules [27]. The results indicated that more ROS need to be eliminated in the WT and the robust mutant under methanol condition than that in glucose condition. Interestingly, the ergosterol synthesis pathway (Fig. 4D) was showing upregulation in these comparison groups. Other researchers [28] proved that the addition of ergosterol can repress the production of ROS by the NADPH oxidase (NOX). Interestingly, from the result of RNA-seq, the expression level of NOX in the robust mutant is 15% lower than that in the WT. Consistently, most genes related to the ergosterol synthesis pathway in comparison group Mut_Met versus WT_Met were upregulated, further explaining the reduced ROS level in the robust mutant.

### The upregulation of *Mxr1* and *Prm1* improves the efficiency of the AOX1 promoter

P_*AOX1*_ is commonly used to initiate the transcription of heterologous proteins in *P. pastoris*, and its transcription efficiency is mediated by transcription factors (TFs) (Fig. 5). Binding sites for TFs, methanol-induced transcription factor 1 (encoded by *Mit1*) [29, 30], methanol expression regulator (encoded by *Mxr1*) [31] and a positive transcription regulator for methanol-utilization genes (encoded by *Prm1*) [32], had been identified on the sequence of P_*AOX1*_. These TFs positively regulate the function of P_*AOX1*_. The transcription levels of *Mit1*, *Mxr1*, *Prm1*, and heterologous lipase gene (*RCL*) were measured and compared between the WT and the robust mutant. The expression levels of *RCL*, *Mxr1*, and *Prm1* were markedly improved in comparison group Mut_Met versus WT_Met according to the results of RNA-Seq and RT-qPCR (Table 1). The expression level of *RCL* was up to 4.2-fold in the robust mutant than that in WT, explaining the higher lipase activity in the robust mutant. The expression level of transcription factors *Mxr1* and *Prm1* in the robust mutant was up to 1.6-fold and 1.8-fold higher than that in the WT, respectively. Therefore, the higher expression level of heterologous protein in the robust mutant may be partly due to the improved efficiency of P_*AOX1*_.

**Fig. 5:**
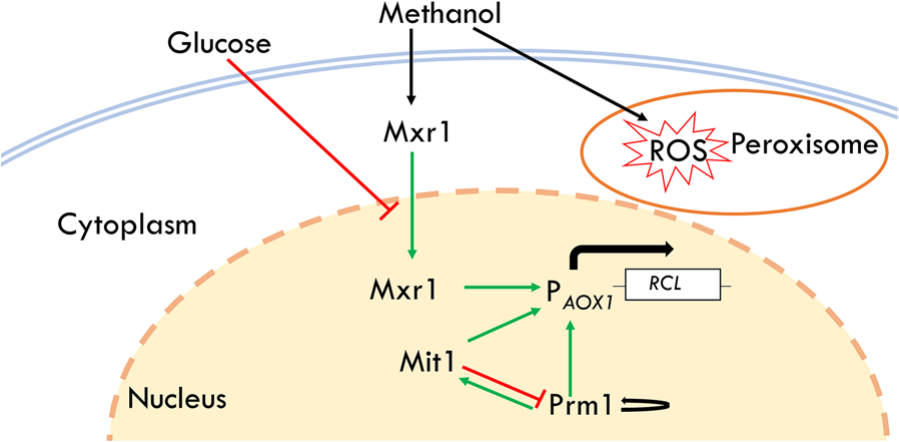
The predicted regulatory model of P_*AOX1*_ activation. Green arrows indicate activation; red blunt-end arrows indicate repression

**Table 1:** The expression levels of genes related to the activation of P_*AOX1*_ by RNA-Seq and RT-qPCR

Gene name	Foldchange (RNA-seq)	Adjusted *p*-value	Foldchange (RT-qPCR)	*p*-value	
*RCL*	3.7	***	4.2	*	
*Mxr1*	1.2	***	1.6	**	
*Prm1*	1.2	***	1.8	**	
*Mit1*	0.98	ns	1.2	ns	

Results were means of three biological replicate experiments

*ns* not significant

*p < 0.05; **p < 0.01; ***p < 0.001

### The downregulation of the methanol dissimilatory pathway improves the production of heterologous protein

*Pichia pastoris* is a methylotrophic yeast, able to utilize methanol for energy production and to assimilate it as a sole carbon source for cell growth and producing target product [33]. The metabolism of methanol as part of carbon metabolism consists of two pathways, the assimilatory pathway and the dissimilatory pathway (Fig. 6). The assimilatory pathway of methanol is in peroxisomes of *P. pastoris* [24]. In the assimilatory pathway, methanol participates in the carbon metabolism to produce organic matters like endogenous and exogenous proteins. However, in the dissimilatory pathway, methanol is ultimately transformed into carbon dioxide. Mapping the results of RNA-seq into the methanol metabolism network, the dissimilatory pathway (*FLD1*, *FGH1*, and *FDH1*) of methanol was down-regulated in Mut_Met versus WT_Met, while some genes (*RKI1-1* and *RKI1-2*) involving in the assimilatory pathway were upregulated. The methanol in the robust mutant was more assimilated to generate biomass that genes (*HXK2*, *PGI1*, *PGK1*, *PCK1*, and *PYC2*) involved in glycolysis were significantly upregulated in comparison group Mut_Met versus WT_Met. These results indicated that the efficiency of the methanol assimilatory pathway may be improved to generate more product, which also explained the higher protein expression level in the robust mutant.

**Fig. 6:**
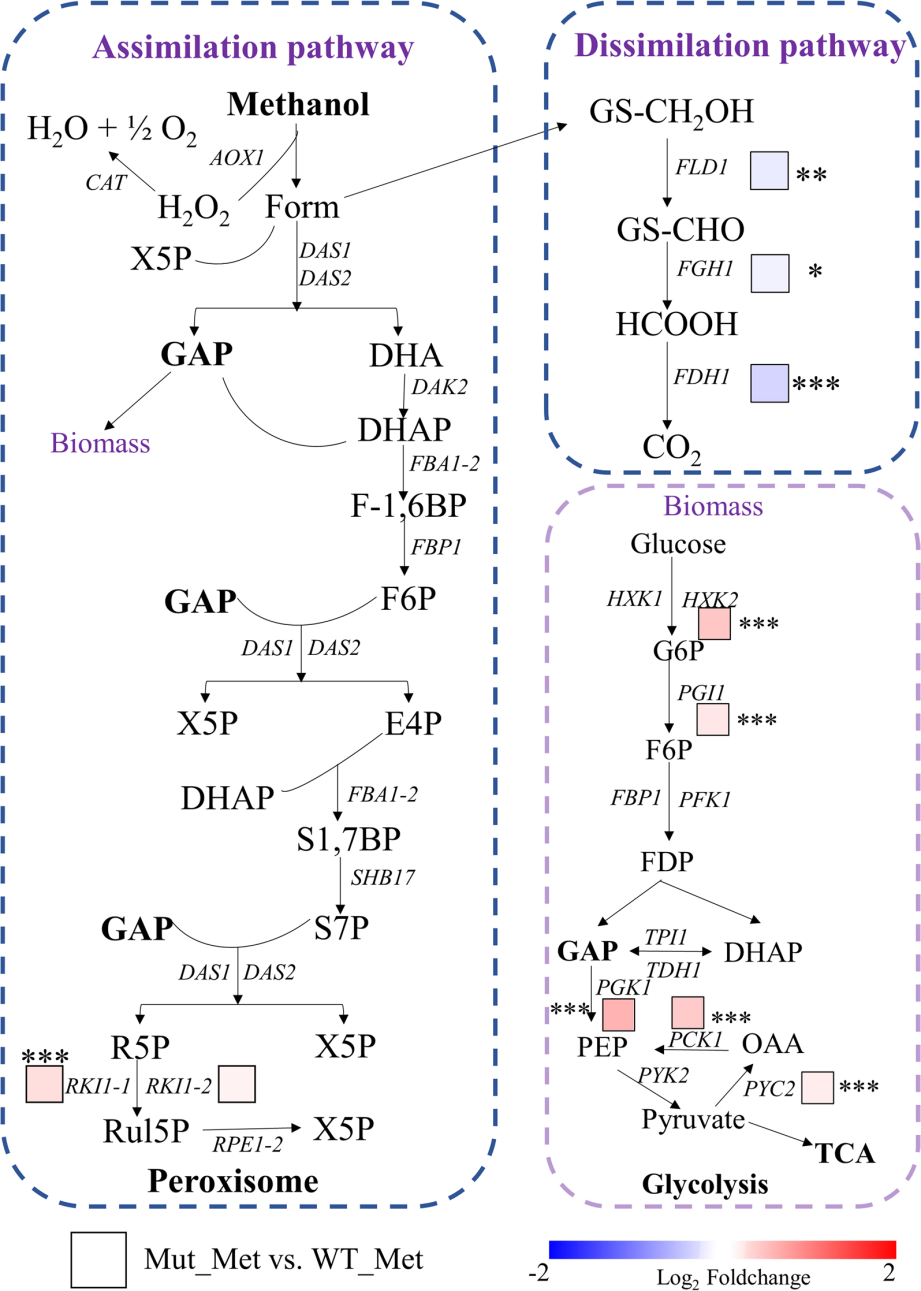
Expression levels of key genes. Comparative of the robust mutant with the wild type under identical methanol conditions. *AOX1*: alcohol oxidase 1; Form, formaldehyde; *DAS1*, dihydroxyacetone synthase; DHA: dihydroxyacetone; DHAP: dihydroxyacetone phosphate; E4P: erythrose-4-phosphate; *FBA1-2*: fructose 1,6-bisphosphate aldolase; *FDH1*: formate dehydrogenase 1; Form, formaldehyde; F1,6BP: fructose 1,6-bisphosphate; F6P: fructose-6-phosphate; GAP: glyceraldehyde-3-phosphate; R5P: ribose-5-phosphate; Rul5P: ribulose-5-phosphate; S1,7BP: sedoheptulose-1,7-bisphosphate; S7P: sedoheptulose-7-phosphate; X5P: xylulose-5-phosphate; GS-CH_2_OH: S-(hydroxymethyl)glutathione; GS-CHO: S-formylglutathione; HCOOH: formic acid; G6P: glucose-6-phosphate; FDP: fructose-1, 6-diphosphate; PEP: phosphoenolpyruvate; OAA: oxaloacetic acid; TCA: tricarboxylic acid cycle. *p < 0.05, **p < 0.01, ***p < 0.001

### Rational design to improve lipase expression level based on the overexpression of antioxidant genes

Based on the results above, we believed the engineering of the cell’s antioxidant defence system by overexpression of genes involved in endogenous antioxidants could alleviate the toxic effects induced by methanol, and thereby can increase the protein expression level in *P. pastoris*. According to the antioxidant defence system [34, 35] (Fig. 7A), *CAT*, *SOD1*, *GLR1*, *AHP1*, *TRR1*, *ZWF1*, *GND2,* and *GSH2* was solely overexpressed by constitutive promoter P_*GAP*_ in *P. pastoris* hosts. The *SOD1* gene encoding superoxide dismutase 1 converts superoxide anion (O_2_^·−^) to H_2_O_2_. The *CAT* encoding catalase directly degrades H_2_O_2_. Glutathione is one of the main antioxidants in living cells [36]. The *GLR1* encoding glutathione reductase helps to make reduced glutathione. The *GSH2* encoding glutathione (GSH) increases total glutathione content. In yeast cells, thioredoxins partner with peroxiredoxin in H_2_O_2_ signalling [34]. The *AHP1* encoding alkyl hydroperoxide reductase 1 is a member of the peroxiredoxin family to promote the elimination of cellular H_2_O_2_ [37]. The *TRR1* encoding thioredoxin reductase plays an important role in thioredoxin-dependent antioxidant pathways [38]. The reducing power provided by NADPH is generated from the pentose-phosphate pathway via glucose-6-phosphate dehydrogenase (encoded by *ZWF1*) and 6-phosphogluconate dehydrogenase (encoded by *GND2*) [39]. The relative transcription levels of these genes in gene-overexpressing strains were measured by RT-qPCR. As shown in Fig. 7B, these genes were successfully overexpressed.

**Fig. 7:**
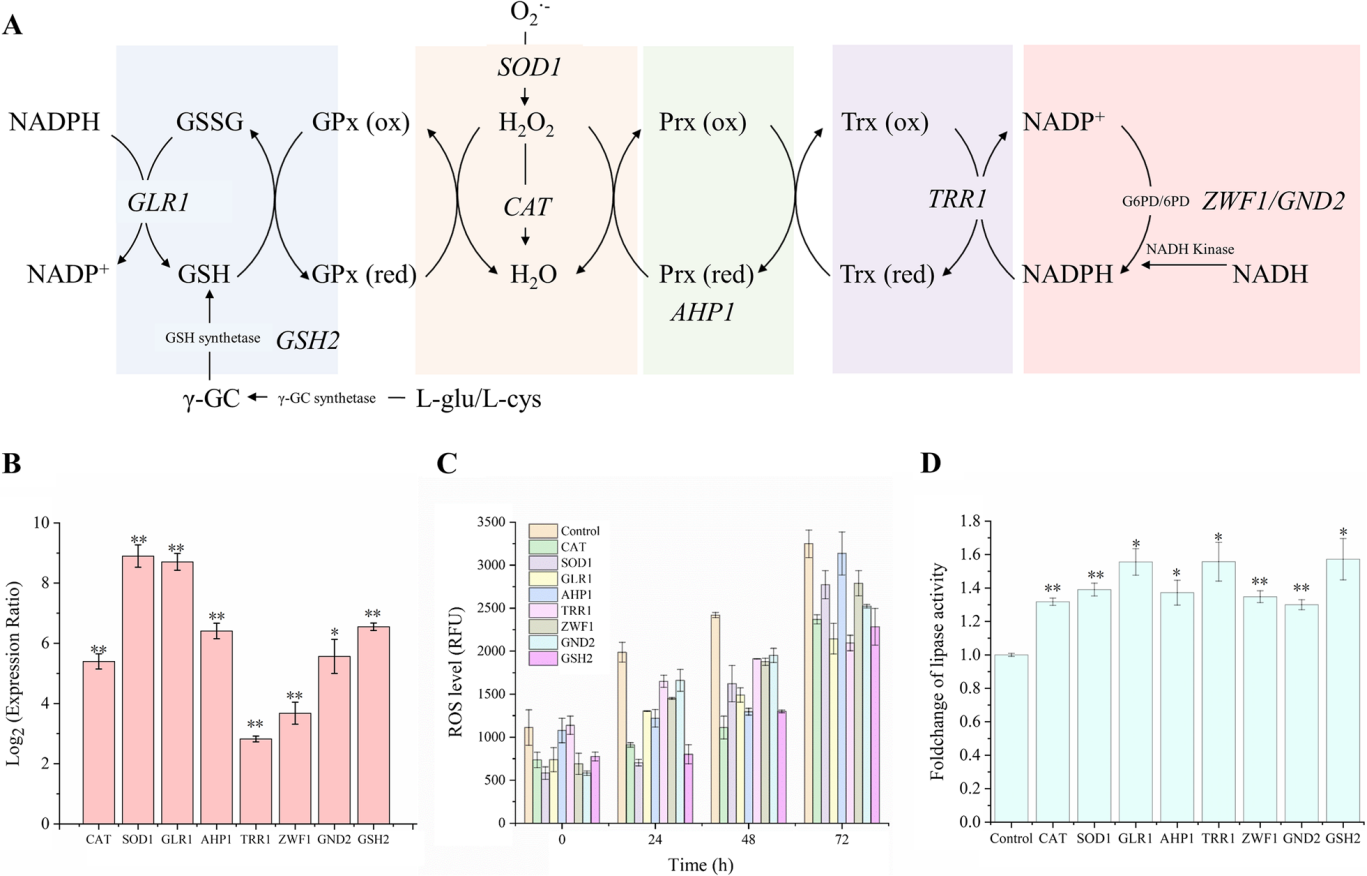
Overexpression of antioxidant genes to improve the heterologous protein expression ability of *P. pastoris*. **A** The antioxidant defence system of yeasts. O_2_^·−^: superoxide anion; SOD: superoxide dismutase; CAT: catalase; GPx: glutathione peroxidase; GLR1: glutathione reductase; Prx: peroxiredoxin/thioredoxin peroxidase; Trx: thioredoxin; TRR1: thioredoxin reductase; G6PD: glucose-6-phosphate dehydrogenase; 6PD: 6-phosphogluconate dehydrogenase; GSH: glutathione; γ-GC: gamma glutamylcysteine; l-glu: l-glutamic acid; l-cys: l-cysteine. **B** Relative transcription levels of antioxidant system-related genes. The expression ratio of a gene was analysed using the 2^−ΔΔCt^ method; **C** the intracellular ROS level of overexpressed strains and their blank control during methanol-induced fermentation; **D** foldchange of lipase activity levels in overexpressed strains. *p < 0.05, **p < 0.01

To explore the contribution of antioxidant genes in lipase expression, flask-batch fermentation of each overexpressed strain was performed (Fig. 7C, D). Under the control of P_*AOX1*_, the lipase was expressed using methanol as an inducer. During the process of fermentation, the intracellular ROS levels of overexpression strains and the control were measured and compared. As shown in Fig. 7C, the ROS levels in these overexpressed strains were significantly lower than that of the blank control. It indicated that the contributions of antioxidant genes were very considerable. Compared to the blank control, the expression levels of lipase in overexpressed strains were improved up to 1.6-fold (Fig. 7D). These results revealed that overexpression of antioxidant genes improved the expression of lipase under methanol induction condition.

## Discussion

As we know, H_2_O_2_ is generated as a by-product of methanol metabolism, causing oxidative stress on *P. pastoris* cells [40]. The accumulation of ROS reduced the production of proteins. However, the response mechanism of *P. pastoris* to methanol is still unclear. Previously, we obtained a robust *P. pastoris* mutant with a strong ability to express heterogeneous proteins, which could be used as a good start point for revealing the underlying mechanism responding to oxidative stress under methanol induction. It is interesting to explore the differences in cellular response between the strains with different protein expression abilities. After RNA-seq, we found the GO terms related to redox were enriched in the comparison groups under methanol induction conditions versus glucose conditions (Fig. 3). Moreover, under methanol induction conditions, GO terms related to redox were also enriched in the robust mutant versus the WT. The results revealed that the robust mutant exhibited a lower level of ROS and enhanced protein production efficiency owing to its augmented oxidative stress tolerance. In addition, we improved the methanol-induced lipase expression ability of non-oxidative stress-tolerant strain by rationally increasing its ROS buffering capacity, further explaining the importance of strains with strong oxidative stress tolerance in methanol-induced fermentation.

Compared to the WT, we found that the antioxidant property of the robust mutant was mainly attributed to four characteristics: active redox processes, active environmental stress response (upregulation of MAPK pathway), higher expression levels of antioxidant-related transcription factors, and upregulation of ergosterol synthesis pathways. The results supported again the conclusion that intracellular redox balance is very important for the cell productivity of yeast [41]. The imbalance of redox will cause the accumulation of intracellular ROS, leading to protein peroxidation [42] and lipid peroxidation [43]. These disorders reduce the production of products in yeast. Hence, maintaining redox homeostasis in hosts will efficiently enhance their productivity. The antioxidant defence system in yeasts mainly consists of the enzymatic part and non-enzymatic part [35]. The key parts of the antioxidant defence system are shown in Fig. 7A. Superoxide dismutase, catalase, and peroxiredoxins are the main members of the enzymatic defence system. The non-enzymatic defence system generally includes GSH, thioredoxin, vitamin C (ascorbic acid), and other reducing agents. In addition, cofactor engineering for enhancing the production of products and improving cell growth has become popular. In cells, the pentose phosphate pathway is activated to compensate for the severe request of NADPH upon oxidative stress [44]. Besides, augmenting NADPH levels promoted protein production in *P. pastoris* [45].

As reported previously, it is an efficient way to enhance cell productivity by the overexpression of antioxidant genes. The production of ethanol was boosted by overexpressing multilevel defence system which effectively reduced the accumulation of cellular ROS and alleviated lipid peroxidation in *S. cerevisiae* [46]. A robust lipid production platform of *Yarrowia lipolytica* was built by modulation of oxidative stress defence pathway [47]. In this study, the overexpression of genes related to antioxidant defence system reduced the cellular ROS level during methanol-induced fermentation and then improved the production of lipase (Fig. 7). The researchers also found that the combination of effective genes can sometimes double the effect [46]. Therefore, in the follow-up of this study, we consider overexpressing the combination of these functional genes in *P. pastoris*, looking forward to obtaining strains with stronger protein expression potential.

The methods to improve the oxidative stress tolerance of yeast cells are not limited to simply overexpressing the genes encoding antioxidant enzymes. It is also a good way to start by repressing the source of ROS generation. Promisingly, this study revealed that the ergosterol pathway was significantly upregulated in strains under methanol condition versus glucose condition and the comparison group Mut_Met versus WT_Met (Fig. 4D). The increase in ergosterol content is conducive to inhibiting the production of intracellular ROS by NOX [48]. And, the supplementation of ergosterol mitigated oxidative stress in *S. cerevisiae* [49]. The mutants lacking ergosterol are hypersensitive to oxidative stress [50]. Moreover, Caspeta et al*.* [51] have proved that the ergosterol pathway is importantly related to the thermotolerance of yeast. Sterols including ergosterol are the main components of cell membranes. Adjusting the ratio of cell membrane components can also enhance cell tolerance [52]. Hence, the ergosterol synthesis pathway will be our future target to rationally enhance the oxidative stress tolerance of *P. pastoris*.

## Conclusions

This study found that a robust *P. pastoris* mutant with oxidative stress tolerance can express high levels of heterologous proteins under the induction of methanol. From the results of ROS levels and RNA-seq, we proved that methanol mainly induces the oxidative stress response in *P. pastoris*. Based on the importance of antioxidant defence system, we rationally improved the production of heterologous protein lipase up to 1.6-fold by overexpressing genes related to antioxidant defence system in *P. pastoris*. However, it is difficult to achieve the desired effect only by overexpression of a single functional gene. In the future, we will consider further improve the heterologous protein expression ability of *P. pastoris* from the view of global regulation. Our findings provide a further understanding of the impact of methanol on the expression of heterologous proteins in *P. pastoris* and highlight potential targets for constructing yeasts with high protein expression potential.

## Methods

### Strain and plasmid construction

The robust mutant was previously evolved by adaptive laboratory evolution [19]. Both the robust mutant and its WT expressed a recombinant protein lipase encoded by *RCL* gene and tightly regulated by the methanol-inducible promoter P_*AOX1*_. For gene overexpression, the antioxidant genes from the genome of *P. pastoris* were constructed into the pGAPZα vector using MultiF SeamLess Assembly Mix (ABclonal, China). The plasmids were introduced into *P. pastoris*-competent cells by electroporation, using an Eppendorf Eporator (Eppendorf, Germany).

### Expression of heterologous proteins

Under the control of inducible promoter P_*AOX1*_, the fermentation process was performed in BMGY/BMMY fermentation medium containing 100 mM potassium phosphate (pH 6.0), 1.34% yeast nitrogen base without amino acids, 4 × 10^−5^% biotin, and 1% glycerol (BMGY) or 0.5% methanol (BMMY) at 28 °C [16]. Methanol as a sole carbon source and inducer was supplied into the medium every 24 h. The fermentation broth of each sample expressing lipase was centrifuged, and aliquots of the supernatant were diluted to measure the lipase activities. The lipase enzyme activity of samples was assayed according to Sha et al*.* [16]. Under the control of constitutive promoter P_*GAP*_, the fermentation process of GFP was conducted in YPD liquid medium. The fermentation broth of each sample expressing GFP was centrifuged, and cell pellets were resuspended to measure fluorescence intensity at 485/528 excitement/emission (nm). The fluorescence intensity was normalized to 1 OD_600_.

### Measurement of ROS level

Intracellular ROS was measured using 2,7-dichlorodihydrofluorescein diacetate (DCFH-DA) [53] by three biological replicates of each sample. Briefly, the cells were harvested by centrifugation, resuspended in PBS, and treated in 10 μM DCFH-DA dissolved in DMSO for 1 h. After centrifugation, the cell pellets were collected and resuspended in PBS. After crushing by glass bead disruption, the supernatant was collected, and DCF fluorescence intensity was measured at 480/525 excitement/emission (nm). The protein concentration was measured by the Bradford method [54]. DCF fluorescence intensity was normalized to the protein level of the supernatant.

### RNA-sequencing

Samples for RNA-seq were collected from fermentation cultures at 60 h. Three biological replicates of each sample were adopted to ensure data reliability. The cDNA library construction and sequencing, quality control, and alignment to *P. pastoris* genome were provided by Novogene, Beijing, China (http://www.novogene.cn/). Genes with an adjusted *p*-value < 0.05 found by DESeq2 were assigned as differentially expressed. GO enrichment analysis was implemented by the Novogene cloud platform (https://magic.novogene.com) with adjusted *p*-value < 0.05 and log_2_ foldchange > 1.

### RNA isolation and RT-qPCR

The transcription levels of genes were analysed by RT-qPCR. Cells were collected and immediately frozen in liquid nitrogen. Total RNAs of samples were extracted by Yeast RNAiso Kit (Takara). For cDNAs synthesis, PrimeScript™ RT reagent Kit with gDNA Eraser (Perfect Real Time) from Takara was utilized with 1 μg of the total RNA as a template based on the manufacturer’s protocol. The reaction was terminated by heating at 85 °C for 5 s. The *actin* gene *ACT1* was selected as an endogenous control for the RT-qPCR to normalize the expression data for each gene. The primers for RT-qPCR used in this study are listed in Table 2. Amplification was performed using 2*SG Fast qPCR Master Mix (High Rox) (Sangon Biotech, China) in the ABI StepOne Plus Real-Time PCR System (ABI, Germany). The thermal cycling conditions for gene amplification were initial denaturation at 95 °C for 30 s, followed by 40 cycles each of denaturation at 95 °C for 3 s and annealing at 60 °C for 30 s. All experiments were independently performed in triplicate. The expression ratio of a gene was analysed using the 2^−ΔΔCt^ method [55]. Statistical analyses of data were performed using Microsoft’s Excel software.

**Table 2:** List of genes and primers for RT-qPCR used in this study

Name	Primer sequence (5ʹ-3ʹ)
*ACT1*	F: TATTGAAGTTGAAGCCCTCTGAGC R: CCTTCCGTGTGCAAATGAAACAC
*CAT*	F: TTCGACAACGCTAATCACGCTAAC R: TCACCTCAAACTCACCGAAAGCT
*SOD1*	F: TCGAACAATCCTCCGAAAGCAGC R: CCGTGGGTCTTACCAAATGGGT
*AHP1*	F: CTGGAGTCTTAGCTTGTGCTATTCC R: CGTCGATTTTCTCAATGAAAACAGG
*GLR1*	F: GGTGCAAAGACCCTTTTGATTGAAG R: GGTCCAGTTAAAGGAAAAATCGCC
*TRR1*	F: GGGTATGTTGGCTAACGGTATCG R: GGTCTCGGTAATGATCTCAGTGCC
*GSH2*	F: GCGATGTACCCCACCAATTTTGAG R: GCCCAGCCATTCCTGATTTTTGA
*ZWF1*	F: AGGGCGACGAGGACAAAGTTC R: GGGCAAAGCTAAGTAGAACAACCTG
*GND2*	F: GGTTTCACCGTCGTCGCTTACA R: CGGGATTACCAGCCTTGACCAATA
*Mxr1*	F: CCACAGTTGCAATACCAACAATCTC R: CGGAGAAGGAAGCTCTTCTTAGT
*Prm1*	F: ACAGGGACAATCTCTGAGTCTGA R: GTTGGAGCACTGTTGGGGTATAT
*Mit1*	F: GGTTCAAACTCTGGCAGTTCAGAT R: CCATTGGACATTCCATTGAAACCG

All ORF sequences can be found from http://PICHIAGENOME.org database

Forward (F) and reverse (R) primer sequences

## Data Availability

Not applicable.

## Abbreviations

WT: Wild type
ROS: Reactive oxygen species
ER: Endoplasmic reticulum
UPR: The unfolded protein response
PDI: Protein disulfide isomerase
GFP: Green fluorescence protein
AOX1: Alcohol oxidase 1
GAP: Glyceraldehyde 3-phosphate dehydrogenase gene
H_2_O_2_: Hydrogen peroxide
GEO: Gene Expression Omnibus
PCA: Principal component analysis
GO: Gene Ontology
BP: Biological process
CC: Cellular component
MF: Molecular function
NOX: NADPH oxidase

How the deposited data were processed for this re-analysis (not part of the article)

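The data are RNA-seq values of 9 libraries of *P. pastoris* collected at 60 h of methanol induction, with 3 libraries each of the WT at 28 °C (WT_Met), the robust mutant at 28 °C (Mut_Met) and the robust mutant at 37 °C (Mut_Met_37C). Conditions and replicate numbers were taken from the sample labels and from Fig. 2. The paper does not report the libraries at 37 °C. The glucose libraries of the paper were not analysed here.

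The authors had libraries made, sequenced, checked and aligned to the *P. pastoris* genome by a sequencing company, and the paper names DESeq2 for its own calls. The authors deposited a table whose values have the form of FPKM, which was inferred from the values. Neither the paper's text nor the table names the unit, aligner, counting tool or version of the annotation. The locus tags of the table carry the prefix PP7435. The table has 5557 features, of which 5527 are locus tags. The reference table of gene names covers strain GS115 and shares no locus tag with it, so the files do not pair the tags with the gene names of the paper. For this reason, the planned tests of the genes of Fig. 4, Table 1 and Fig. 6, of *NOX*, of oxidoreductase annotation, and of ER folding and heat shock genes were not run. At most 2 locus tags that rose and 2 that fell are printed.

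Whole reads and gene lengths were recovered from the steps between values, for 5514 of the 5516 features with any reads. The features left have high values, and their reads entered as 0 in the read totals and in limma-voom. The same holds for the scaling to summed reads and for the ranking of features by reads, which use the recovered reads. On 3000 simulated genes, 99.9% of the reads and 99.9% of the lengths were recovered exactly. The longest recovered gene has 14853 bases, as does the longest gene of the GS115 table, which was not used in the recovery. The recovered reads per library ranged from 13552507 to 15193820 for Mut_Met_37C, with a median of 13826801, and those of the other groups are given in the text. Library sizes in the values differ from the recovered reads by a scaling that lies within 2.26% of median-of-ratios scaling. A gene of 1000 bases with 3 reads in the first WT_Met library has an FPKM of 0.244, which is the smallest level treated as detectable there. Such limits cover counting error only.

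Because FPKM are not counts, the main test was limma (version 3.58.1 in R 4.3.3, lmFit and eBayes with an intensity trend) on log2(FPKM + 1), with only the 2 groups compared in the fit. Genes with a mean FPKM of at least 1 in one of the groups were tested, p-values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p under 0.05 and an absolute log2 fold change above 1 were called. On simulated data with 200 changed genes among 5440 tested, 198 changed genes and 5 unchanged genes were called. Every changed gene had an FPKM above 5 and a log2 fold change of 1.5 in size, and no other gene changed. In the data, many genes had smaller changes, so these counts do not give the error rate of the calls. Genes to be named were those with the largest increase or decrease among called genes whose groups did not overlap and whose mean FPKM was at least 5. Replicate numbers are shared between groups in the labels, but the paper describes the replicates as biological replicates and no pairing, so the main test has no block. Principal components were computed on centred log2(FPKM + 1) of the tested genes.

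Neighbouring genes were taken in the order of their locus tag numbers, for the 4964 tags in the densely numbered part of the 4 chromosomes. Tags beyond that part were left out. Neither this order nor the chromosome ends taken from it were checked against genome coordinates. The dense part of a chromosome ends where the median of the next 10 gaps between numbers exceeds 3, a rule set after the data were seen. Positions were permuted 10000 times within chromosomes (1000 times for the alternatives and for the block of lower genes). For chromosome ends, the calls were also rotated 10000 times along each chromosome. A block of neighbouring genes was set as the interval with the largest sum of log2 fold changes minus 0.5, after limiting log2 fold changes to 2 in size. The share of same-sign pairs, the running median and the location of a block were tried on 4800 simulated genes. The chromosome-end counts, the rotations and the permutation p of the block search were not part of these simulations. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

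Alternatives set before the data were examined were a pseudocount of 0.1, no filter on low values, median centring, a replicate block, all 3 groups in one fit, each replicate left out in turn, other calling criteria, the 500 genes with the largest variance for the principal components, and windows of 20 genes. Alternatives chosen after the data were seen were limma-voom on the recovered reads, scaling to the summed reads, no intensity trend, reads thinned to equal totals, leaving out the 10 features with most reads, and 50 locus tags in place of 25 from each chromosome end.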

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

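The tests of thinned reads, of the features with most reads, of the scaling and of other splits of the libraries were chosen after the result was seen, and that of gene length before. In libraries of the robust mutant at 37 °C, which the paper does not report, 601 of the 5459 tested genes differed from Mut_Met at 28 °C by the criteria used for the strains (adjusted p under 0.05 from limma and an absolute log2 fold change above 1). Of these, 216 were higher and 385 lower at 37 °C. In 599 of the 601 genes the groups did not overlap, and over all tested genes this share was 73.5%, against 10% by chance. The log2 fold changes ranged from -4.49 to 5.96.

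Of the 4 splits of these 6 libraries that part all 3 same-numbered pairs, 1 gave as many called genes, the real one. The other splits, which include 6 that part 1 pair, called 0 genes, with 9 to 159 genes at an unadjusted p under 0.05. The other splits mix both temperatures in each arm, which widens the spread within arms, and 10 splits cannot give a share under 0.1, so these counts do not test the difference. Likewise, of the 4 such splits of the WT_Met and Mut_Met libraries, 1 called as many as 195 genes, the real one. The remaining splits of these libraries, whether they part 3 pairs or 1, called 0 genes, with 15 to 34 genes at an unadjusted p under 0.05.

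With reads thinned to equal totals, 602 genes differed between the temperatures and 197 between the strains. The read totals ranged from 12610584 to 15193820 before thinning, and thinning keeps the deposited scaling, so this step had little to move and leaves the role of the read totals open. Without the 10 features with most recovered reads and with median centring, 585 genes differed between the temperatures. Features whose reads were not recovered have high values and stayed in, so this step leaves the role of the most abundant features open. The Spearman correlation across genes of log2 fold change with gene length was 0.013 for the temperatures and 0.23 for the strains, below the limit of 0.3 set for a length effect, although the second value shows some relation with length. The balance of higher and lower genes depends on the scaling between libraries. With values scaled to the summed reads, 76.2% of the called genes were higher at 37 °C, against 35.9% with the deposited values, as the median log2 fold change of all genes moved from -0.025 to 0.35. Of the 601 genes, 396 were called under both scalings, all in the same direction. GC content and shared reads of near-identical genes were not tested. A response to the temperature is a hypothesis for these differences, and the direction of the overall shift cannot be told apart from the scaling.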

How the results depend on the processing

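Limma-voom on the recovered reads, scaling to summed reads, no intensity trend, thinned reads and leaving out the top features were chosen after seeing the data. The number of genes that differed between Mut_Met and WT_Met was 195, and it was 192 to 206 under the other processing alternatives and 173 to 206 genes across the 6 fits that each left out one replicate. Higher genes ranged from 92 to 105 and lower genes from 77 to 105 across these 6 fits. Between Mut_Met_37C and Mut_Met, the 601 genes became 587 to 613 across the 6 such fits, with 198 to 225 higher and 373 to 406 lower.

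The calling criterion moved the counts most. With an adjusted p under 0.05 alone, 3612 genes differed between the strains (1615 higher, 1997 lower) and 3787 between the temperatures (1810 higher, 1977 lower). With a test against a fold change of 1.2, the numbers were 1424 (633 higher, 791 lower) and 2089 (913 higher, 1176 lower). With values scaled to the summed reads, 756 genes differed between the temperatures, 576 higher and 180 lower, a split of 76.2% higher against 35.9%. For the strains this scaling gave 57.3% higher against 49.2%. By an adjusted p under 0.05 alone, it gave 1826 higher and 1745 lower genes for the strains. For the temperatures, it gave 3372 higher and 915 lower genes by that criterion.

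With the replicate number as a block, 195 genes differed between the strains (97 higher, 98 lower) and 604 between the temperatures (217 higher, 387 lower). The deviations of same-numbered libraries from their group means had a mean correlation across genes of 0.045 for the strains and 0.087 for the temperatures, with single pairs from 0.026 to 0.083 and from -0.14 to 0.25.

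The share of variance on the first component was 80.1% for the 6 libraries at 28 °C. It was 77.4% with the 500 genes of largest variance, 63.0% with a pseudocount of 0.1, 78.8% without a filter, and 80.4 to 82.3% with each replicate left out. For all 9 libraries it was 66.8%, and it was 72.8% with the 500 genes, 58.5% with a pseudocount of 0.1, and 61.3 to 70.8% with each replicate left out. The cause of these moves was not tested. The 4 named locus tags were called under every alternative of the processing. The tests of neighbouring genes stayed on the same side of 0.05 under every alternative run, windows of 20 genes included.

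The alternatives planned for a table of counts (DESeq2, size factors or upper quartiles in edgeR, and count filters) were not run, as the deposited values are FPKM, and limma-voom was the method run on the recovered reads. Those for gene sets and annotation were not run. The depth limits genes with few reads, such as CHR3-1212 with at most 4 reads in a WT_Met library.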

Other observations

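The tests of a gained or lost segment, of chromosome ends (apart from the rotations) and of the relation between the comparisons were chosen after part of the pattern had been seen. The tests of the block on chromosome 3 were chosen after the running median had shown it, and before their own results were seen, apart from the share of higher genes in replicates 2 and 3.

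Neighbouring genes changed together between Mut_Met and WT_Met. Of adjacent pairs among the 4912 tested genes in chromosome order, 55.9% had log2 fold changes of the same sign, against 50.4% on average when positions were permuted within chromosomes (one-sided permutation p = 0.0001, the smallest that 10000 permutations can give). The largest running median over 50 genes was 0.76, on chromosome 3, while no permutation exceeded 0.39. This window lies on a block of 39 consecutive tested genes, from the 1020th to the 1058th of the 1168 on that chromosome. All 39 genes were higher in Mut_Met with groups that did not overlap, and 39 had an adjusted p under 0.05 from limma. Their median log2 fold change was 0.87, with quartiles of 0.65 and 1.21, and the 20 genes on either side had medians of -0.0094 and 0.045. The block held 18 of the 96 genes called higher between the strains.

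The block was chosen for its high values, so these counts describe it and do not test it. The sum that the search made largest was 16.8, and no permutation of positions exceeded 4.80 (permutation p = 0.0001). That result argues only against chance positions. A gained copy of this segment in the robust mutant is a candidate explanation, as a doubled copy number with unchanged regulation gives a log2 fold change of 1. A block set from replicate 1 of each strain alone covered the same 39 genes. That 100% of them were higher in replicates 2 and 3 of Mut_Met than in those of WT_Met follows from the groups that did not overlap and is no separate test. In other libraries (Mut_Met_37C against WT_Met replicates 2 and 3) its median log2 fold change was 0.94, so the choice of the window does not account for it. The median change of the block between 37 °C and 28 °C was 0.056, which gives no sign of a response that follows the temperature. The genes of the block had a median length of 1119 bases, against 1197 outside it. Matching on length therefore had little to correct, and genes outside the block so matched had a median log2 fold change of -0.049 on average. The median of the block was 0.85 to 0.94 over the 17 settings, scaling to summed reads included. Each Mut_Met and Mut_Met_37C library had a block median between 0.85 and 0.99 above WT_Met. Common regulation of neighbouring genes that holds at both temperatures, GC content and reads shared between near-identical genes were not tested, and DNA of the strains was not analysed here, so a gained segment cannot be told apart from these. The paper does not report such a block.

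The block does not account for all of the relation between neighbours, since 55.5% of adjacent pairs still had the same sign without it, above the highest of 10000 permutations (53.4%). A block of 17 consecutive genes on chromosome 4, from the 68th to the 84th of 982, was higher in all 17 genes with a median log2 fold change of 0.97, and 0.20 between the temperatures. The same search picked it for its high values. Its sum was 8.34 (permutation p = 0.0001), which argues only against chance positions, and its other explanations were not tested.

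Genes called between the strains were most frequent at a single chromosome end. An end here is an end of the densely numbered locus tags of a chromosome. Among the 196 tested genes within 25 ordered locus tags of an end, 19 (9.69%) were called, against 139 of 4716 (2.95%) in the interior, and permuted positions gave 6.48 on average (one-sided permutation p = 0.0001, the smallest that 10000 permutations can give). As neighbouring genes change together, single positions are not independent. Rotating the calls along each chromosome, which keeps neighbours together, gave a one-sided p of 0.027 over 10000 random rotations. The high-numbered end of chromosome 3 held 10 of the 19 genes, 4 of them higher and 6 lower in Mut_Met, and the other ends held 0 to 3 each. Without that end, 9 of 171 genes were called, against 5.04 on average (one-sided permutation p = 0.063). That end was picked for its many called genes, which by itself lowers the count that remains. This test therefore cannot decide whether chromosome ends in general hold an excess. The last 13 tested genes in order on chromosome 3 are the block that a search for the most negative sum of log2 fold changes picked. Their median log2 fold change of -0.79 therefore describes the block and does not test it. The sum from this search had a permutation p of 0.001, which argues only against chance positions. Genes near ends were not lower in expression, with a median mean FPKM of 73.2 against 69.4 in the interior. Matching on mean FPKM therefore had little to correct, and interior genes so matched gave 5.83 called genes on average. With 50 tags from each end, 24 of 396 genes were called, against 13.0 on average (one-sided permutation p = 0.0025). These genes include that end of chromosome 3, so the count does not separate a single end from ends in general. Reads shared between near-identical genes were not tested, and no biological explanation was tested.

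Of the 195 genes called between the strains, 69 were also called between Mut_Met_37C and Mut_Met, 56 in the opposite direction and 13 in the same. Across 5443 genes, which are not independent replicates, the Spearman correlation of the log2 fold changes of both comparisons was -0.27. With separate Mut_Met libraries for each comparison, the median correlation was -0.24 over 6 divisions (from -0.29 to -0.18). This removes only the noise of shared libraries. The Mut_Met level enters the comparisons with opposite signs, which gives a negative correlation even for unrelated profiles, so a return of the mutant's changes at 37 °C cannot be told apart from the shared group.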
